A study of Homo sapiens with 12 samples. Its data were reported in "Cancer-associated snaR-A noncoding RNA interacts with core splicing machinery and disrupts processing of mRNA subpopulations" (2025).

How the data were processed

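RNA from HEK293T cells, a human embryonic kidney line, was sequenced 48 h after transfection with 12.5 nM siRNA, per the labels. There were 12 libraries in 4 groups of 3 replicates: a scramble siRNA and 3 siRNAs against snaR-A, a short noncoding RNA, named si-snaR-A#1, si-snaR-A#2 and si-snaR-A#3. RNA was depleted of rRNA and enriched for poly(A)+ RNA before stranded library preparation. The labels give no batch, and by the methods of the study the replicates of a sequencing experiment were handled on a single day, with control and treated cells side by side. The authors trimmed the reads with TrimGalore, assigned them to transcripts with Salmon and deposited the result as estimated counts per Ensembl gene, with no scaling between libraries. The transcriptome release, the step from transcripts to genes and the use of strand in the assignment are not stated. Of the positive values, 0.000569% were whole numbers, so the values were treated as estimated counts and rounded to whole counts before every test. The values look rescaled by transcript length, since 77.8% of the values between 0.5 and 1.5 lay within 0.05 of 1 but 0.00633% were exactly 1. They are then not exact read counts, and rounding, floors and comparisons with counting error are approximate to that extent. Library totals were between 120.4 and 180.1 M counts.

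The table held 63541 gene IDs, of which 58160 were in GENCODE release 44 and 5381 were not. The IDs outside that release took between 2.69% and 2.90% of each library's counts and are named by ID only. Symbols, biotypes and coordinates came from GENCODE release 44 on GRCh38, and snaR-A gene positions from the RefSeq gene table. No row lacked a gene name, and 0 columns were left out.

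Genes were kept with edgeR's filterByExpr on the 4 groups, which left 21999 genes that held 99.98% of the counts in each library. Libraries were normalised with TMM, with factors between 0.956 and 1.089. All 12 libraries entered 1 model with a coefficient per group in edgeR 4.0.16 (R 4.3.3), tested with the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The common biological coefficient of variation was 0.117 and the median prior degrees of freedom was 4.44. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM library sizes and are given as mean ± SD with n = 3. The contrasts were each siRNA against scramble, the mean of the 3 siRNAs against scramble, and each pair of siRNAs. A group with no more than 3 counts in every library was taken as at the floor, and a fold against it is given as a lower limit. Floors and intervals cover counting error only. Replicates differed by more than counting error, with a chi-square per degree of freedom between 13.0 and 63.0 over the 12 replicate pairs.

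The tests, the contrasts, the gene lists, the rule for naming genes and the first alternatives below were fixed before the data were examined. Named genes were of 3 kinds. The first were the snaR-A genes and 15 genes central to the study. The second were the 5 largest rises and 5 largest falls in the mean of the 3 siRNAs, among genes with at least 1 CPM on average that were called in the same direction with all 3 siRNAs and had all 9 siRNA libraries on one side of all 3 scramble libraries. The third were, for each siRNA, the 2 largest rises and 2 largest falls among genes with at least 1 CPM on average that were called against scramble and against both other siRNAs. The rule named 35 genes found in the table, of which 2 are not reported here.

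Gene lists were tested with limma 3.58.1 (camera on voom log2 CPM, preset inter-gene correlation 0.01, two-sided, Benjamini-Hochberg over the 6 lists), with fry and with an estimated correlation beside it. Correlations of log2 fold changes were computed across genes, which are not replicates. The 3 siRNAs share their scramble libraries, so the same correlations and counts were computed for 20 simulations of unchanged groups against those libraries. Seed sites were the 7-base words that pair with positions 2 to 8 of a guide strand, counted from its 5′ end and searched in the 3′ UTRs of 14996 tested genes. Of the 15075 protein-coding genes tested, 99.5% had a 3′ UTR. The guide was taken as the complement of the strand listed for each siRNA. The shift is the median log2 fold change of genes with a site minus that of the other genes. Its percentile was taken among other words of the same base composition, up to 1000. A site was counted as shifted in the lowest or the highest 2.5% of these words. The si-snaR-A#1 guide site has only 20 such words (5 with 6 bases), too few to resolve 2.5%, so its rank among all words was read beside it. Where a site is ranked among all 16384 words of 7 bases, the rank is by a rank-sum score and not by the median shift, so that rank and percentile can differ.

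The scripts were tested on simulated data. With 21581 genes, of which 200 were changed 2-fold, the quasi-likelihood test called 185 of the changed genes (92.5%) and 10 others, which were 5.13% of its calls. The exact test of edgeR called 188 and 29 others, and DESeq2 1.42.0 called 192 and 47 others, so both exceeded the nominal error rate there. With nothing changed, the calls were 0, 1 and 5. With 21565 genes and a list of 25 genes raised by 0.5 (log2), camera gave an adjusted p of 4.7e-88 and fry 1.8e-10, and 0 of 5 unchanged lists were called. With 14996 genes, a shift of -0.20 put into the genes with a site was recovered as -0.22. Tables and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

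The alternatives were RLE and upper quartile scaling, no filter beyond 1 count in total, a mean of at least 1 or 10 CPM, values that were not rounded, DESeq2, edgeR's exact test (for each siRNA against scramble), a fit of only the 2 groups compared, the replicate number as a block, Spearman correlation, 6-base sites, fry, an estimated correlation, and leaving out each library in turn. Alternatives added after the data were examined were the removal of a GC content and length trend, thinning of all libraries to the smallest total, and seed shifts adjusted for length, GC content and expression. Other splits of the libraries were counted exhaustively for pairs of groups (10 splits each) and as 100 draws where all 12 labels were moved. The share of counts in retained intron transcripts was not computed, because each value is for a gene and not for a transcript. Splicing was not analysed here.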

Results

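Expression was measured per gene in 12 poly(A)+ RNA libraries from HEK293T cells. The scramble control and each of si-snaR-A#1, si-snaR-A#2 and si-snaR-A#3 had 3 replicates. Mean library totals were 154.0 ± 28.9 M counts for scramble, 129.1 ± 11.5 M for si-snaR-A#1, 144.1 ± 11.5 M for si-snaR-A#2 and 143.0 ± 15.1 M for si-snaR-A#3 (SD, n = 3 each). The 10 most abundant genes took between 5.50% and 7.17% of a library's counts. Mitochondrial genes took 5.46% ± 0.641 of counts in scramble and 4.15% ± 0.449 in si-snaR-A#1, with 5.28% ± 0.470 in si-snaR-A#2 and 4.91% ± 0.888 in si-snaR-A#3 (SD, n = 3 each). In a principal component analysis of 14529 genes, the first component held 37.8% of the variance. The si-snaR-A#1 libraries lay between 36.7 and 44.7 on it and the other 9 libraries between -17.5 and -7.1. The second component held 15.9% of the variance, and scramble libraries had the highest values on it, between 21.9 and 30.3.

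The RNA targeted by the siRNAs could not be read in these data. RefSeq places 14 snaR-A genes on chromosome 19 (GRCh38), between 47907678 and 50128522, each of 121 or 122 bases. None of the 14 had a GENCODE release 44 exon over it, and 0 gene IDs in the table had a symbol starting with SNAR. The extent of the knockdown in each library is therefore not known here, and the group labels were not checked by it.

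The comparison of each siRNA with scramble asks which mRNAs change in abundance after depletion of snaR-A. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 21999 genes, 9941 genes (45.2%) were called with si-snaR-A#1, of which 4814 were higher and 5127 lower than in scramble. With si-snaR-A#2 the test called 5673 genes (25.8%), 3018 higher and 2655 lower. With si-snaR-A#3 it called 6474 genes (29.4%), 3619 higher and 2855 lower. Which direction had more calls depended on the scaling for each siRNA. Upper quartile scaling gave 40.5% and 42.7% higher calls with si-snaR-A#2 and si-snaR-A#3 in place of 53.2% and 55.9%, and RLE scaling gave 50.1% with si-snaR-A#1 in place of 48.4%. Among the called genes, 1182 changed over 2-fold with si-snaR-A#1 (621 higher, 561 lower), 341 with si-snaR-A#2 (47 higher, 294 lower) and 342 with si-snaR-A#3 (51 higher, 291 lower). The alternative that moved these counts most was a filter at a mean of 1 CPM, under which 404, 83 and 98 called genes changed over 2-fold. With edgeR's exact test, 1256, 411 and 396 called genes did. The median log2 fold change over all tested genes was between -0.03 and -0.02.

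**Figure D1:**
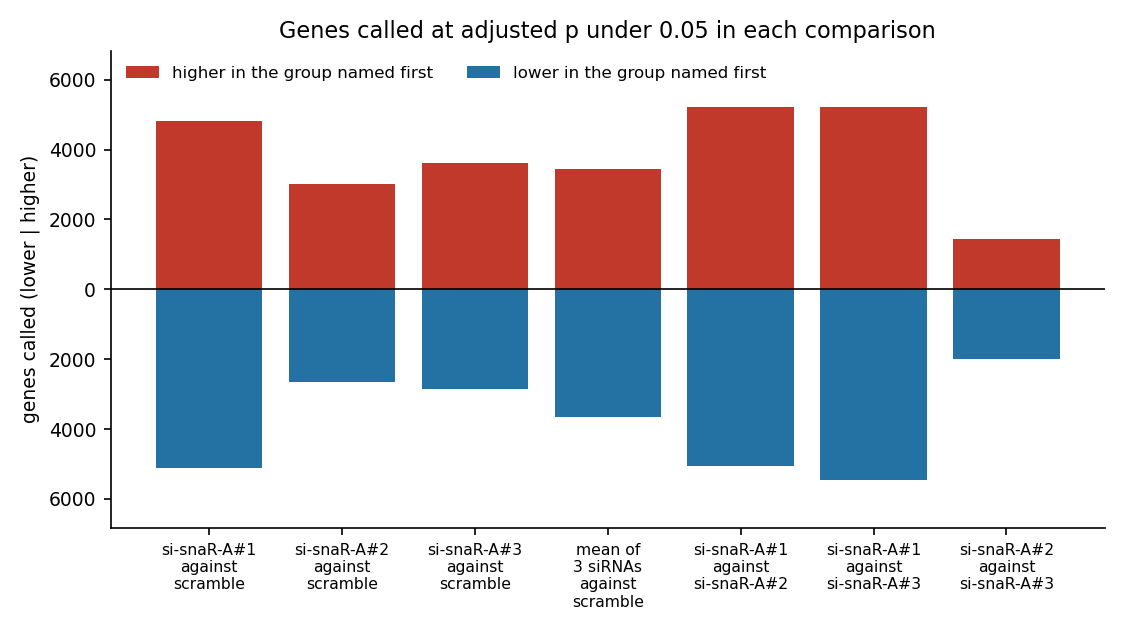
Number of genes called higher (upward bars) or lower (downward bars) in the first-named group of each comparison, by edgeR's quasi-likelihood test (n = 3 libraries per group). Against scramble, si-snaR-A#1 gave 9941 calls, si-snaR-A#2 5673 and si-snaR-A#3 6474, and the fewest calls (3421) were between si-snaR-A#2 and si-snaR-A#3.

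The mean of the 3 siRNAs against scramble addresses the effect they share, although a strong effect of 1 siRNA can also be called in it. The listed sequences of the 3 siRNAs overlap, and that of si-snaR-A#3 is that of si-snaR-A#2 with a further U at its 5′ end. They are not independent reagents, so agreement between them does not by itself separate snaR-A depletion from other effects of the shared sequence. The mean called 7087 genes, 3442 higher and 3645 lower, and under RLE scaling more were higher (3661) than lower (3233). Across single siRNAs, 8835 genes were called with none, 6688 with 1 siRNA, 4028 with 2 and 2448 with all 3. Of the 2448, 1761 (71.9%) changed in the same direction with all 3 siRNAs (1136 higher, 625 lower) and 687 did not. The alternative that moved this count most was the removal of a GC content and length trend, which gave 2227. In each of 20 simulations of unchanged groups with a shared simulated control, 0 genes were called in the same direction with all 3. The real scramble libraries did not enter these simulations, so they cannot exclude a cause in those libraries. Among genes called with both siRNAs of a pair, 96.5% changed in the same direction for si-snaR-A#2 and si-snaR-A#3 (3429 of 3554), 71.5% for si-snaR-A#1 and si-snaR-A#2 (2649 of 3705) and 67.03% for si-snaR-A#1 and si-snaR-A#3 (2757 of 4113).

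Log2 fold changes of si-snaR-A#1 and si-snaR-A#2 had a Pearson r of 0.380 across the 21999 genes, those of si-snaR-A#1 and si-snaR-A#3 an r of 0.349, and those of si-snaR-A#2 and si-snaR-A#3 an r of 0.534. Genes are not independent replicates, and sharing a simulated control alone gave a mean r of 0.490, 0.499 and 0.493 in simulated unchanged groups. The first 2 values lay below the simulated range (0.434 to 0.529 and 0.428 to 0.548) and the last inside it (0.413 to 0.556). With different scramble libraries for the 2 siRNAs of a pair, the mean r was 0.0883, 0.0791 and 0.224, against simulated means of -0.00696, -0.00551 and -0.0017. A filter at a mean of 10 CPM moved the correlation of si-snaR-A#2 and si-snaR-A#3 most, to 0.722. The SD of the log2 fold changes was 0.695, 0.576 and 0.572 for the 3 siRNAs, against 0.365 in the simulated groups.

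**Figure D2:**
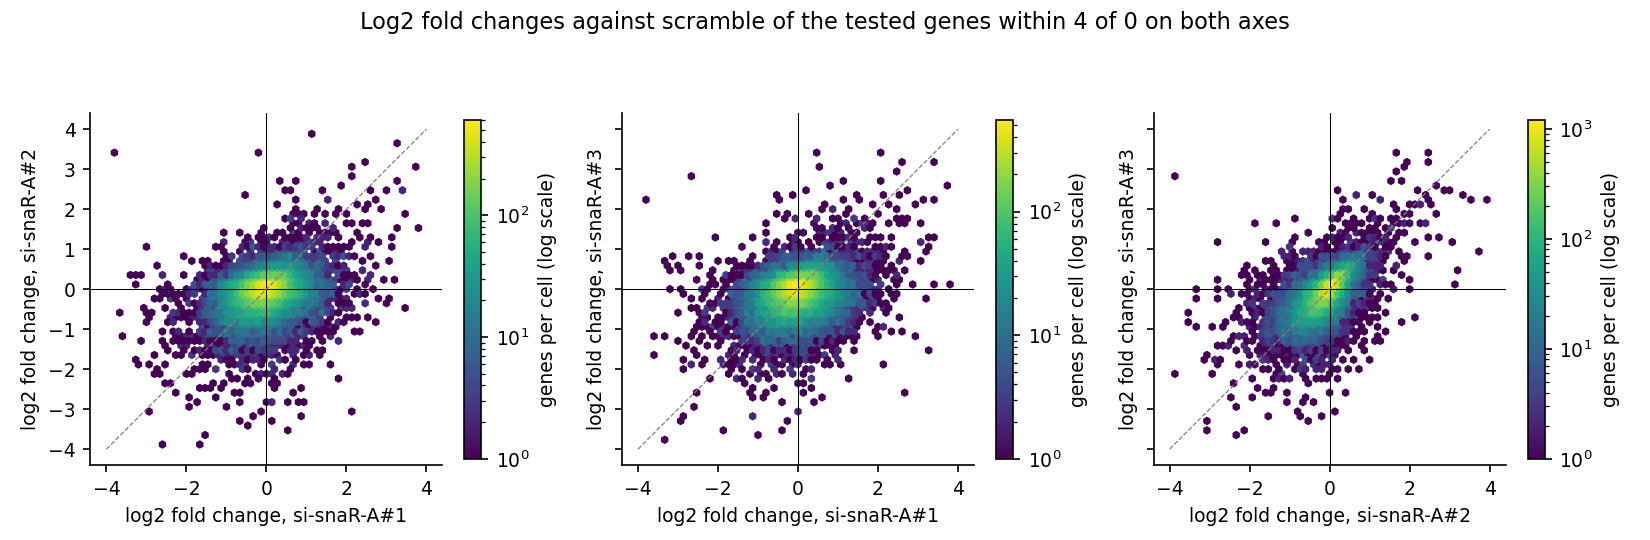
Log2 fold change against scramble of one siRNA (x) and another (y), with the number of genes per hexagonal cell on a log colour scale, for genes within 4 of 0 on both axes. Points of si-snaR-A#2 and si-snaR-A#3 lie closest to the diagonal (r = 0.534, against 0.380 and 0.349 for the other pairs).

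Comparing the siRNAs with each other tests their differences directly. The test called 10277 genes between si-snaR-A#1 and si-snaR-A#2 (5220 higher in si-snaR-A#1, 5057 lower) and 10691 between si-snaR-A#1 and si-snaR-A#3 (5227 higher, 5464 lower). Which direction had more calls in these pairs depended on the scaling: RLE scaling gave 4977 higher and 5173 lower for the first, and upper quartile scaling 6237 higher and 4679 lower for the second. Between si-snaR-A#2 and si-snaR-A#3 it called 3421 genes (1434 higher in si-snaR-A#2, 1987 lower). The last count moved most when si-snaR-A#2 replicate 2 was left out, to 2215. Among genes with a mean of at least 1 CPM, those called against scramble and against both other siRNAs numbered 5614 for si-snaR-A#1, 1182 for si-snaR-A#2 and 1452 for si-snaR-A#3.

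Among genes central to the study, SF3B2 (ENSG00000087365, chromosome 11, 66050729 to 66069308) had 283 ± 8.63 CPM in scramble and 402 ± 9.37, 384 ± 1.33 and 385 ± 9.20 CPM in si-snaR-A#1, si-snaR-A#2 and si-snaR-A#3 (SD, n = 3 each). It was higher in all 9 siRNA libraries, with a log2 fold change of 0.46 (SE 0.03, edgeR adjusted p 3.4e-07) in the mean of the 3 siRNAs. SSB (ENSG00000138385, chromosome 2, 169791933 to 169812064), which encodes La, fell from 425 ± 6.49 CPM in scramble to 231 ± 6.31 CPM in si-snaR-A#1, 342 ± 21.3 in si-snaR-A#2 and 408 ± 12.8 in si-snaR-A#3. Its log2 fold changes were -0.88 (SE 0.05, edgeR adjusted p 1.8e-08), -0.31 (SE 0.05, edgeR adjusted p 3.1e-04) and -0.06 (SE 0.05, edgeR adjusted p 0.359), and its 3′ UTR holds a site of the si-snaR-A#1 guide. OGFR (ENSG00000060491, chromosome 20, 62804835 to 62814000) rose from 25.5 ± 0.788 CPM to 53.8 ± 0.998, 45.1 ± 0.834 and 41.0 ± 1.76 CPM, a log2 fold change of 0.86 in the mean (SE 0.04, edgeR adjusted p 8.1e-09). MCRIP2 (ENSG00000172366) rose from 7.03 ± 0.704 CPM to 13.9 ± 0.913, 10.4 ± 0.532 and 10.2 ± 0.0427 CPM, a log2 fold change of 0.69 in the mean (SE 0.07, edgeR adjusted p 6.5e-06).

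Smaller differences were called in the mean of the 3 siRNAs for SF3A3, MTA1, SF3A1, AUP1 and HIP1R, with log2 fold changes of 0.27, 0.25, 0.21, 0.15 and 0.19. The HIP1R call (SE 0.06, edgeR adjusted p 0.0267) was lost without scramble replicate 2 (0.126), without scramble replicate 3 (0.0848) and under upper quartile scaling (0.0695). AUP1 and HIP1R were called with si-snaR-A#1 and not with si-snaR-A#2 or si-snaR-A#3, and both genes also differed between si-snaR-A#1 and each other siRNA. SF3B1, SF3B4, NME1 and TIMELESS were not called in the mean, with log2 fold changes of 0.03, -0.07, -0.02 and -0.01 (SE 0.04, 0.04, 0.04 and 0.03). The 3′ UTR of SF3B1 holds a site of the si-snaR-A#1 guide, as that of SSB does. Its log2 fold change with si-snaR-A#1 was nevertheless -0.01 (SE 0.05, edgeR adjusted p 0.830). NME1 (ENSG00000239672) had 140 ± 7.43 CPM in scramble and 136 ± 8.07, 137 ± 2.66 and 140 ± 2.86 CPM with the siRNAs, and the edgeR adjusted p of NME1 in the mean was 0.720. Its counts are uncertain, because its exons overlap those of NME1-NME2.

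Of the genes with at least 1 CPM on average that were called in the same direction with all 3 siRNAs, 1064 were higher and 545 lower in all 9 siRNA libraries than in all 3 scramble libraries. Chance gives this arrangement in 0.909% of genes that were not selected, which is no measure for these counts, since a call already favours it. Large rises among them were in G3BP2, TPM4, PLEKHB2 and STMND1. G3BP2 (ENSG00000138757, chromosome 4, 75641849 to 75724589), whose 3′ UTR holds sites of the si-snaR-A#1 guide and of the listed strand of the scramble siRNA, rose from 139 ± 1.91 CPM to 311 ± 18.2, 449 ± 5.34 and 447 ± 4.78 CPM, a log2 fold change of 1.51 (SE 0.04, edgeR adjusted p 2.6e-10). TPM4 (ENSG00000167460, chromosome 19, 16067021 to 16103002), which carries the same scramble site, rose by 1.40 (SE 0.04, edgeR adjusted p 9.2e-10). PLEKHB2 (ENSG00000115762, chromosome 2, 131104847 to 131353709) rose by 1.34 (SE 0.04, edgeR adjusted p 7.7e-10). STMND1 (ENSG00000230873, chromosome 6, 17102050 to 17131378) rose from 0.505 ± 0.0820 CPM to between 1.04 and 1.49 CPM, a log2 fold change of 1.25 (SE 0.14, edgeR adjusted p 2.6e-05).

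The 5 largest falls were in ENSG00000284765, SYP, SCAMP5, VWA5B2 and ETV1. ENSG00000284765, which is outside GENCODE release 44, fell from 2.74 ± 0.380 CPM to 1.27 ± 0.407, 0.842 ± 0.173 and 0.871 ± 0.163 CPM, a log2 fold change of -1.49 (SE 0.18, edgeR adjusted p 3.5e-05). SYP (ENSG00000102003, chromosome X, 49187815 to 49200218) fell from 19.0 ± 0.314 CPM to 6.29 ± 0.234, 8.42 ± 0.250 and 6.63 ± 0.241 CPM, a log2 fold change of -1.43 (SE 0.04, edgeR adjusted p 7.7e-10). SCAMP5 (ENSG00000198794, chromosome 15, 74957219 to 75021495), whose 3′ UTR holds the site of the guide shared by si-snaR-A#2 and si-snaR-A#3, had a log2 fold change of -1.27 (SE 0.06, edgeR adjusted p 1.5e-08). VWA5B2 (ENSG00000145198, chromosome 3, 184229585 to 184242329) had a log2 fold change of -1.19 (SE 0.13, edgeR adjusted p 2.4e-05). ETV1 (ENSG00000006468, chromosome 7, 13891229 to 13991425), which carries a site of the si-snaR-A#1 guide, fell from 4.70 ± 0.304 CPM to 0.913 ± 0.177, 3.20 ± 0.221 and 3.14 ± 0.215 CPM. Its log2 fold change was -2.37 with si-snaR-A#1 and -1.17 in the mean (SE 0.10, edgeR adjusted p 2.6e-06). Exons of SF3B2, SSB, SF3A1, OGFR, MTA1, MCRIP2, AUP1, G3BP2, TPM4, PLEKHB2, SYP and VWA5B2 overlap those of another annotated gene, and their counts are uncertain to that extent, since the use of strand in the assignment of reads is not stated.

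**Figure D3:**
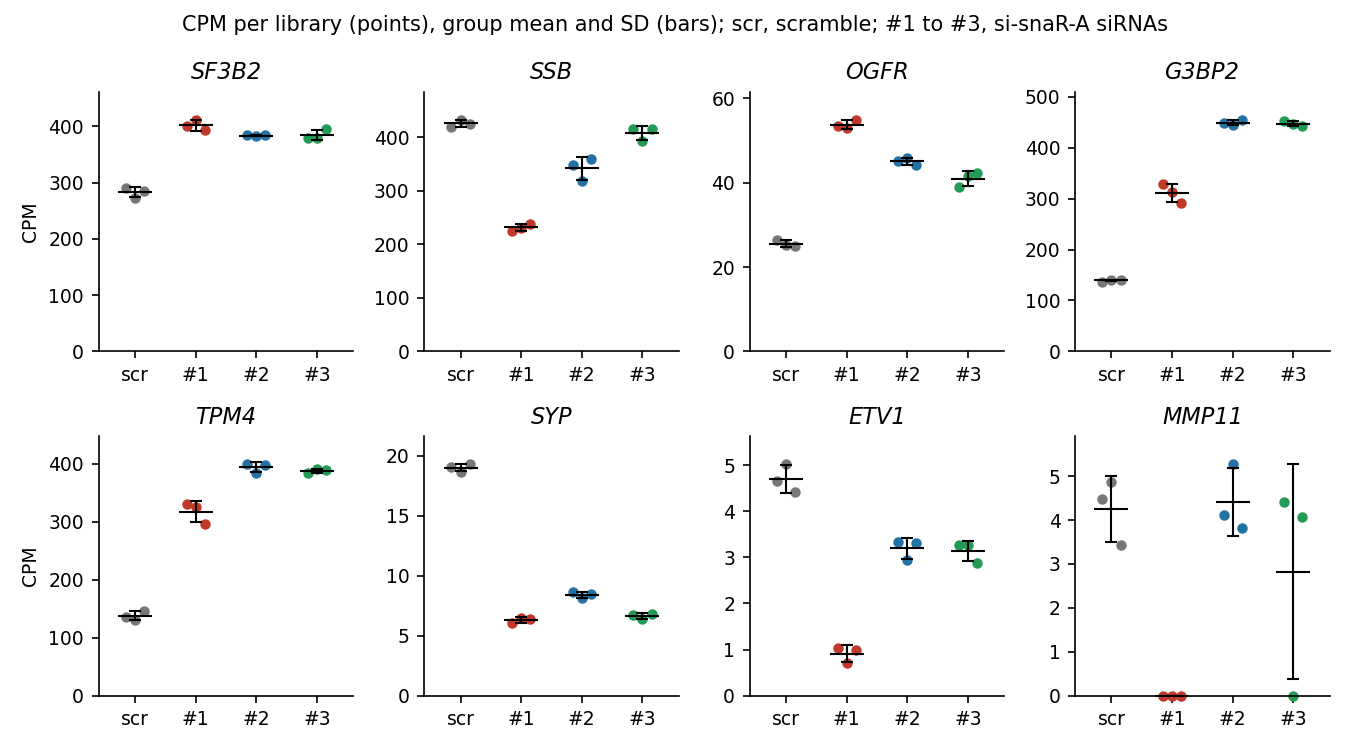
CPM per library (points) with the group mean and SD (bars) for 8 named genes in scramble and with each siRNA. SF3B2, OGFR, G3BP2 and TPM4 were higher and SYP and ETV1 lower in all 9 siRNA libraries than in scramble, while SSB fell most with si-snaR-A#1 and MMP11 was at 0 in its 3 libraries. The level of MMP11 is uncertain, since it was also at 0 in 1 si-snaR-A#3 library.

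Genes whose level with 1 siRNA differed from scramble and from both other siRNAs included RNF139-DT (ENSG00000245149), a lncRNA with 0.459 ± 0.327 CPM in scramble and 4.99 ± 0.262 CPM in si-snaR-A#1, a log2 fold change of 3.41 (SE 0.64, edgeR adjusted p 7.1e-04). H2BC26 (ENSG00000196890) rose by 3.20 with si-snaR-A#1 (SE 0.57, edgeR adjusted p 4.9e-04). RRN3 (ENSG00000085721) and MMP11 (ENSG00000099953) had 0 counts in all 3 si-snaR-A#1 libraries, at least 736-fold and at least 182-fold lower than in scramble (edgeR adjusted p 0.0011 and 0.00117). Each was also at 0 CPM in 1 si-snaR-A#3 library. BTBD7 (ENSG00000011114) had 0 counts in all 3 si-snaR-A#2 libraries, at least 179-fold lower than in scramble (edgeR adjusted p 0.00944), and 0 CPM in 1 si-snaR-A#3 library. These limits take the values as read counts, which is uncertain because the values look rescaled by transcript length. The last 3 genes are uncertain as well, since they were among 62 IDs that were present in some libraries and absent in others.

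With si-snaR-A#2, the other genes named were RHOB, BICD2 and GFAP, with log2 fold changes of 1.00 (SE 0.06, edgeR adjusted p 1.2e-07), 0.92 (SE 0.04, edgeR adjusted p 2.3e-08) and -1.70 (SE 0.15, edgeR adjusted p 4.5e-06). BICD2 holds sites of the si-snaR-A#1 guide and of the listed strand of the scramble siRNA. With si-snaR-A#3 they were PLEKHB2, which rose by 1.22 (SE 0.05, edgeR adjusted p 6.5e-09), ENSG00000285901, which rose by 1.18 (SE 0.22, edgeR adjusted p 0.00154), RIMKLA, at -1.61 (SE 0.22, edgeR adjusted p 1.6e-04), and TMEM121B, at -1.37 (SE 0.15, edgeR adjusted p 1.9e-05). TMEM121B holds a site of the listed strand of si-snaR-A#3, and GFAP, RIMKLA and BTBD7 hold a site of the si-snaR-A#1 guide. Exons of H2BC26, GFAP and ENSG00000285901 overlap those of other genes, CCND2 and TIGAR among them for ENSG00000285901, so these counts are uncertain.

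Gene lists were tested in the mean of the 3 siRNAs against scramble, with camera at the preset correlation. All 12 U2 snRNP protein genes were tested, with a median log2 fold change of 0.18 (camera adjusted p 3.5e-04). Of these, 7 were called over all genes and 7 when adjusted over the list alone, all of them higher. NuRD subunits (15 of 15 tested) had a median of 0.10 (camera adjusted p 0.0761), and 9 were called over all genes (5 higher, 4 lower) and 9 when adjusted over the list alone. Transcripts whose splicing the study followed up (13 of 13 tested) had a median of 0.15 (camera adjusted p 0.0420), and 10 were called over all genes (7 higher, 3 lower) and 11 when adjusted over the list alone. The study chose that list on these samples, so it is not independent evidence, and it shares MTA1 with the NuRD list. Its call was lost without scramble replicate 2 (adjusted p 0.0860), without si-snaR-A#1 replicate 3 (0.0723) and without si-snaR-A#3 replicate 3 (0.0526).

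Proliferation markers (25 of 25 tested) had a median of 0.04 (camera adjusted p 0.00625), with 12 called over all genes (10 higher, 2 lower) and 12 when adjusted over the list alone. Without scramble replicate 1, the camera adjusted p of this list was 0.0536. Markers of epithelial to mesenchymal transition (19 of 22 tested) had a median of 0.14 (camera adjusted p 0.00625), with 12 called over all genes (10 higher, 2 lower) and 13 when adjusted over the list alone. Interferon response genes (18 of 26 symbols tested) had a median of -0.22 (camera adjusted p 0.00300), with 7 called over all genes and 7 when adjusted over the list alone, all lower. Their median was -0.59 with si-snaR-A#1, -0.17 with si-snaR-A#2 and 0.05 with si-snaR-A#3, and the last sign flipped under upper quartile scaling (-0.0017) and after removal of a GC content and length trend (-0.03). Calls in the mean were not all shared by the single siRNAs. In camera tests of each siRNA against scramble, only the U2 snRNP list was called with all 3 (adjusted p 0.00205, 8.9e-04 and 0.0110). The proliferation and the epithelial to mesenchymal lists were not called with si-snaR-A#1 (0.520 and 0.441) but were with si-snaR-A#2 (0.00475 and 0.00144) and si-snaR-A#3 (0.00151 and 0.00311). The followed-up transcripts were called with si-snaR-A#1 (0.0437) and not with si-snaR-A#2 (0.106) or si-snaR-A#3 (0.212), and the interferon list with si-snaR-A#1 (8.0e-04) and si-snaR-A#2 (0.0368) and not with si-snaR-A#3 (0.886). The NuRD list was called with none (from 0.125 to 0.441). Differences of the lists between siRNAs were not tested. The medians in the mean of the 3 siRNAs kept their sign for all 6 lists under RLE and upper quartile scaling, thinning and removal of that trend. All 5 calls held under fry, which also called the NuRD list (fry adjusted p 8.7e-04). Unlike camera, fry tests a list against no change and not against the other genes. With 7087 of 21999 genes called in this comparison, it is a weak check of the camera calls. None of the 5 held with a correlation estimated from the data (camera adjusted p from 0.175 to 0.421), the alternative that moved the lists most.

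An siRNA can lower mRNAs whose 3′ UTR pairs with its seed. The si-snaR-A#1 guide site (GGAAAAA) was present in 4274 of 14996 genes, and their median log2 fold change with si-snaR-A#1 was shifted by -0.16 from that of the other genes. None of the 20 words of the same bases had a shift as low, although 20 words cannot resolve a share of 2.5%, and the site ranked 1 from the lowest of 16384 words. The site of the guide shared by si-snaR-A#2 and si-snaR-A#3 (GTCGGAA) was present in 199 genes, with shifts of -0.20 with si-snaR-A#2 and -0.14 with si-snaR-A#3, and 0 of 419 words had a shift as low in either. The 6-base site moved these shifts most, to -0.10, -0.07 and -0.03. Of the genes with their site, 42.9%, 41.2% and 30.7% were called lower with si-snaR-A#1, si-snaR-A#2 and si-snaR-A#3, against 23.3%, 14.8% and 14.1% of the other genes. The scramble guide site (TGTCACG), present in 458 genes, had shifts of 0.09, 0.02 and 0.02 in the 3 comparisons, at percentiles 94.6, 83.1 and 88.2 of words of the same bases, so none lay in the highest 2.5%.

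**Figure D4:**
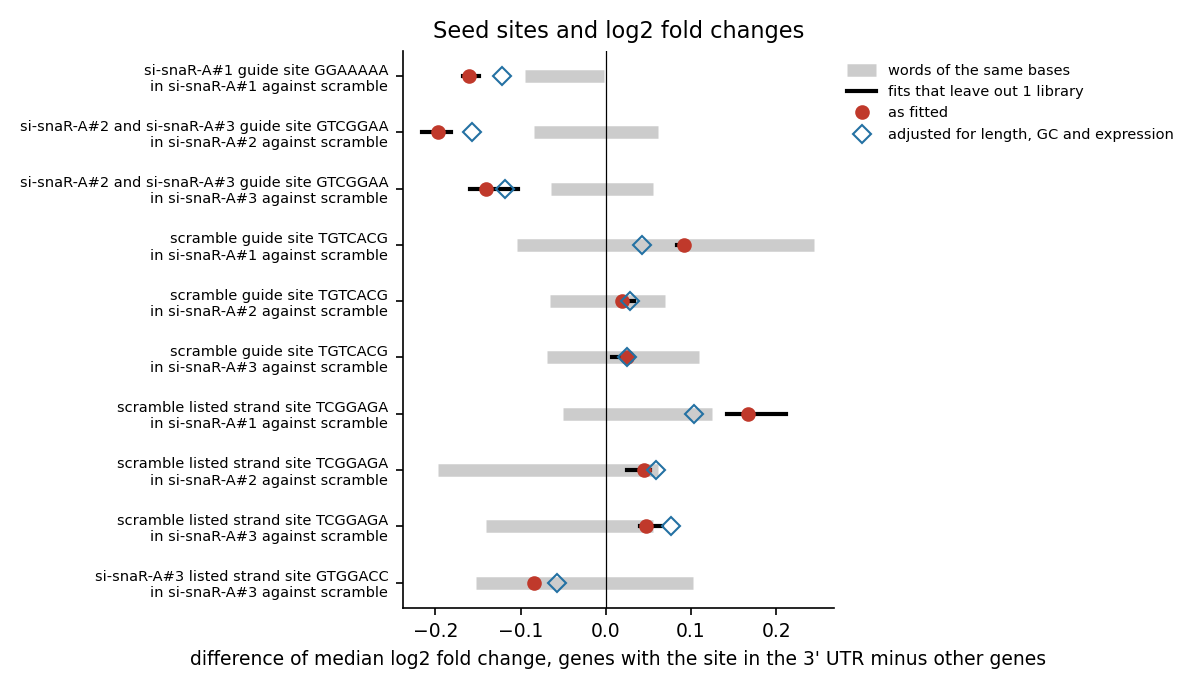
Shift of the median log2 fold change of genes with a 3′ UTR seed site, as fitted (circles) and adjusted for length, GC content and expression (diamonds), with the range over fits that leave out 1 library (black lines) and over words of the same bases (grey bars). As fitted, the si-snaR-A#1 guide site (-0.16) and the site of the shared guide (-0.20 and -0.14) lay below all words compared, and the listed strands were chosen after the data were examined.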

Values the study reported

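The study transfected siRNAs at 12.5 nM and collected RNA after 48 h. It identified 136 transcripts whose intron retention fell after depletion of snaR-A, and stated that relatively few transcripts changed in abundance. The legend of the figure it refers to names edgeR's exact test. For the transcripts taken further, that legend gives an adjusted p under 0.05 and an absolute log2 fold change over 1. The study described NME1 as not significantly affected.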

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

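The tests on GC content and length, on library size, on near-identical copies and on other splits of the libraries, and those on the listed strands of the siRNAs, on adjusted seed shifts and on sites outside 3′ UTRs and on opposite directions, were chosen only after the results they concern were seen, whereas the tests on guide seeds were planned.

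The siRNAs were meant to act on one RNA, and their effects differed when tested against each other with edgeR's quasi-likelihood test: 10277 genes were called between si-snaR-A#1 and si-snaR-A#2, 10691 between si-snaR-A#1 and si-snaR-A#3 and 3421 between si-snaR-A#2 and si-snaR-A#3. The tables argue against several technical explanations as the whole cause. After a GC content and length trend was removed from each library, 10259, 10680 and 4253 genes were called, although this trend was strongest in si-snaR-A#1 (SD between 0.0925 and 0.129 on the log2 scale). The genes were not all the same: 8254 of the 10277, 8641 of the 10691 and 3337 of the 3421 were called again in the same direction. Some of the calls therefore depend on the trend. After all libraries were thinned to the smallest total, 10125, 10534 and 3403 genes were called. The 10 most abundant genes took at most 7.17% of counts in any library. In each comparison 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, and 10 splits cannot give a share under 0.1. The count between si-snaR-A#2 and si-snaR-A#3 was 2215 without si-snaR-A#2 replicate 2.

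Seed pairing may account for part of these differences. Genes with the si-snaR-A#1 guide site were shifted by -0.16 with si-snaR-A#1. This was below all 20 words of the same bases, which are too few for a share as small as 2.5%, and the site also ranked 1 from the lowest of 16384 words, as fitted and after adjustment. Genes with the site of the guide shared by si-snaR-A#2 and si-snaR-A#3 were shifted by -0.20 with si-snaR-A#2. In the comparisons of si-snaR-A#1 with si-snaR-A#2 and si-snaR-A#3, the shared site was at percentiles 100 and 99.8 of words of the same bases. As fitted, both guides had larger shifts for sites in 3′ UTRs than in genes with the word only elsewhere in the transcript: -0.16 against -0.10 for the si-snaR-A#1 guide, and -0.20 against -0.12 and -0.14 against -0.07 for the shared guide with si-snaR-A#2 and si-snaR-A#3. After adjustment for length, GC content and expression, the values were -0.12 against -0.03 for the si-snaR-A#1 guide, and -0.16 against -0.13 and -0.12 against -0.09 for the shared guide. The adjusted shift of the shared guide was thus nearly as large outside 3′ UTRs, so it is not specific to them. Whether pairing outside 3′ UTRs acts was not tested. The shared site also had a shift of -0.05 between si-snaR-A#2 and si-snaR-A#3 (rank 10 from the lowest as fitted and 20 after adjustment), which an equal effect of the same guide would not give. These values are consistent with seed effects on mRNAs that do not depend on snaR-A, as is a shift of 0.073 between si-snaR-A#2 and si-snaR-A#3 for the site of the listed strand of si-snaR-A#3 (GTGGACC), which ranked 1 of 16384 words. Genes with that word only elsewhere in the transcript were shifted by 0.03, and by 0.04 after adjustment. The listed strand was examined only after scanning the words. With si-snaR-A#3 against scramble its shift was -0.08, at percentile 2.39 of words of the same bases. This was outside the lowest 2.5% when any of the 3 scramble or the 3 si-snaR-A#3 libraries was left out (percentiles from 2.63 to 3.58). In that comparison the site ranked 1 from the lowest of 16384 words, as fitted and after adjustment (-0.06), although it was examined because of such a scan. Genes with the word only elsewhere were shifted by -0.05 as fitted and -0.03 after adjustment. The 7-base site of the si-snaR-A#1 guide in 3′ UTRs does not mark the whole of the difference. Of the genes without it, 23.7% were still called lower and 29.3% higher in si-snaR-A#1 than in si-snaR-A#2. These genes can hold shorter sites, sites outside 3′ UTRs or sites of other siRNA strands. The shares therefore cannot exclude seed effects as the whole cause. A different extent of snaR-A depletion would, if the response of a gene keeps its direction, move genes the same way with each siRNA. Of the genes called against scramble with both siRNAs, 1056 of 3705 changed in opposite directions with si-snaR-A#1 and si-snaR-A#2 and 1356 of 4113 with si-snaR-A#1 and si-snaR-A#3. These shares were counted in 23 settings, which do not include the fit of only the 2 groups compared. They were between 24.7% and 30.7% and between 28.4% and 34.2%, which argues against depletion as the whole cause of the differences from si-snaR-A#1. It stays open for the genes that changed in the same direction. Between si-snaR-A#2 and si-snaR-A#3, 125 of 3554 genes changed in opposite directions (from 2.37% to 5.20% over the same settings). False calls could give such a share, so this count leaves depletion open as the whole cause. The site of the listed strand of si-snaR-A#3 argues against that for its 1042 genes. Of these, 20.1% were called higher and 7.58% lower in si-snaR-A#2 than in si-snaR-A#3, against 7.25% and 12.9% of genes without the site. For the genes without it, depletion stays open. The depletion itself could not be read in these data.

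Of 33 named genes, 26 differed between 2 siRNAs in the same test. For each, the pair with the smallest adjusted p is given, as the log2 difference of the first siRNA from the second. Between si-snaR-A#1 and si-snaR-A#2, the difference was 0.21 for AUP1, 0.45 for HIP1R, -0.31 for TPM4, 0.52 for STMND1, -0.42 for SYP, 0.45 for SCAMP5, 0.60 for VWA5B2, 3.84 for RNF139-DT, -0.77 for RHOB, -0.52 for BICD2 and 1.37 for GFAP. Between si-snaR-A#1 and si-snaR-A#3, it was -0.82 for SSB, 0.32 for SF3A1, 0.39 for OGFR, 0.45 for MCRIP2, -0.52 for G3BP2, 0.19 for PLEKHB2, -1.78 for ETV1, 3.49 for H2BC26, -1.27 for ENSG00000285901 and 0.82 for TMEM121B. Between si-snaR-A#2 and si-snaR-A#3, it was 0.17 for TIMELESS and 0.88 for RIMKLA. The genes in the last group of the naming rule were chosen for such a difference, so their presence here carries no further information. SSB, G3BP2, ETV1, BICD2, GFAP and RIMKLA hold the si-snaR-A#1 guide site, whose genes were shifted by -0.16 with that siRNA. For SSB, G3BP2, ETV1 and BICD2 the lower level with si-snaR-A#1 than with both other siRNAs could come from it, whereas GFAP was higher with si-snaR-A#1 than with both, and RIMKLA was higher than with si-snaR-A#3. SCAMP5 holds the site of the shared guide and was lower with si-snaR-A#2 than with si-snaR-A#1, and TMEM121B holds the site of the listed strand of si-snaR-A#3, with which it was lowest. No seed test can be made on a single gene. A difference in snaR-A depletion was not tested for single genes.

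The fitted differences between si-snaR-A#1 and si-snaR-A#2 of RRN3 (-13.35), MMP11 (-12.30) and BTBD7 (11.70) depend on the prior count, because 1 group of each had 0 counts, and they are no measure of size. These genes were among 62 IDs with over 2 CPM in 1 library and under 0.02 CPM in another, of which 54 had both states inside at least 1 group of replicates. A candidate explanation is that reads move between near-identical copies of a gene from library to library. The search for such partners was run in 3 versions. The first allowed any partner and was void, since steady, abundant genes always gave the steadiest sum. With a partner ID that itself varied (SD of at least 1 on the log2 scale), the sum had an SD under 0.5 for 45 of the 62 IDs, but shuffled libraries gave a mean of 43.2 and 32 of 100 shuffles gave as many. For the set, reads shared between copies and a change in expression therefore cannot be told apart. The last version, chosen after that outcome, counted the IDs with a steadier sum than in every shuffle and gave 7, against 0.614 by chance. These 7 IDs make 5 distinct pairs, since some are the partner of one another, so they are not independent. Besides that of MMP11, the pairs were FKBPL with ENSG00000230907 (r = -0.99) and ENSG00000277808 with ENSG00000278516 (r = -0.98). The others were ENSG00000280518 with NAIPP4 (r = -0.88) and RN7SK with ERAP2 (r = -0.88). Whether any partners are near-identical copies was not checked. MMP11 was one of these 7, and its partner, ENSG00000275365, varied in the opposite way (r = -0.99) with an SD of 0.0855 for their sum, while the sums for RRN3 and BTBD7 were as steady in 32 and 59 of the 100 shuffles. Of the 62 IDs, 32.3% were outside GENCODE release 44, against 4.70% of the 13929 IDs with over 2 CPM in 1 library (two-sided Fisher's exact test, p 3.0e-12).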

How the results depend on the processing

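The alternatives that remove a GC content and length trend, thin the libraries or adjust the seed shifts were chosen only after the results were seen, and the others were planned. No named gene or gene list that was called changed its direction under an alternative that was run.

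The counts of genes called against scramble, between siRNAs and in the same direction with all 3 siRNAs stayed within 1.5 times their value under every alternative run, apart from leaving out 1 library for the pair of si-snaR-A#2 and si-snaR-A#3. Counts of called genes that changed over 2-fold fell under a filter at a mean of 1 CPM, to 404 with si-snaR-A#1, 83 with si-snaR-A#2 and 98 with si-snaR-A#3, against 1182, 341 and 342, because fewer genes of low abundance were tested. DESeq2 gave 220 and 213 such genes with si-snaR-A#2 and si-snaR-A#3, and the cause was not tested. Upper quartile scaling changed the share of higher calls by more than 10 percentage points: with si-snaR-A#2 to 2439 higher and 3584 lower (3018 and 2655 under TMM), and with si-snaR-A#3 to 2885 higher and 3874 lower (3619 and 2855 under TMM). The median log2 fold change of all genes moved to -0.08 and -0.09 in those fits. The direction with more calls was the same under every alternative run only between si-snaR-A#2 and si-snaR-A#3. With si-snaR-A#2 and si-snaR-A#3 against scramble it also changed after removal of a GC content and length trend (47.7% and 47.4% higher). With si-snaR-A#1 it changed under RLE scaling, with that trend removed, at a mean of 1 CPM and with only the 2 groups compared (50.1%, 52.0%, 52.1% and 54.1%). Between si-snaR-A#1 and si-snaR-A#3 it changed under upper quartile scaling (6237 higher and 4679 lower), with the trend removed (6054 and 4626) and at a mean of 1 CPM (4850 and 4556). Between si-snaR-A#1 and si-snaR-A#2 it changed under RLE scaling (4977 and 5173) and DESeq2 (4936 and 5229), without any filter (48.4%) and without any of 7 libraries, at the lowest without si-snaR-A#1 replicate 2 (46.9%). In the mean of the 3 siRNAs it changed under RLE scaling (53.1%), DESeq2 (54.3%), at a mean of 1 CPM (51.1%) and without any of 5 libraries, at the highest without scramble replicate 3 (53.7%). The cause was not tested.

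Across the 12 fits that each left out 1 library, calls against scramble were between 8606 and 10062 with si-snaR-A#1, between 4251 and 6269 with si-snaR-A#2 and between 4983 and 7009 with si-snaR-A#3. They were between 5438 and 7606 in the mean of the 3 siRNAs and between 1399 and 2020 in the same direction with all 3. Calls between si-snaR-A#2 and si-snaR-A#3 were between 2215 and 3830, and the lowest count was without si-snaR-A#2 replicate 2. The correlation of si-snaR-A#2 and si-snaR-A#3 was between 0.458 and 0.598 in these fits and 0.722 in genes with a mean of at least 10 CPM. The cause of that rise was not tested.

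With an inter-gene correlation estimated from the data, camera called none of the lists: the adjusted p was 0.223 for U2 snRNP proteins and for markers of epithelial to mesenchymal transition, 0.421 for the transcripts whose splicing the study followed up and for proliferation markers, and 0.175 for interferon response genes. The cause was not tested. With fry, which tests a list against no change and not against the other genes, the NuRD subunits were called (fry adjusted p 8.7e-04). Leaving out 1 library at a time, the adjusted p was between 0.0164 and 0.0860 for the followed-up transcripts, whose call was lost without scramble replicate 2 (0.0860), si-snaR-A#1 replicate 3 (0.0723) or si-snaR-A#3 replicate 3 (0.0526). It was between 8.2e-04 and 0.0536 for proliferation markers, whose call was lost without scramble replicate 1 (0.0536). The other 4 lists kept their side of the threshold in all 12 fits, with an adjusted p between 6.3e-05 and 0.00196 for U2 snRNP proteins, between 0.0589 and 0.0889 for NuRD subunits, between 0.00237 and 0.0164 for markers of epithelial to mesenchymal transition and between 0.00331 and 0.0106 for interferon response genes.

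The shifts at the sites of the shared guide and the scramble guide kept their sign, and stayed inside or outside the lowest and highest 2.5% of words, in all 12 fits without 1 library and with genes at a mean of at least 10 CPM. The si-snaR-A#1 guide shift stayed negative and below all 20 words in these fits, and below all 5 words with the 6-base site, but so few words cannot resolve 2.5%. With 6-base sites the other guide shifts kept sign and place too, except that the scramble guide shift, which was in neither 2.5%, became negative with si-snaR-A#2 (-0.00375) and si-snaR-A#3 (-0.0155). For 33 named genes, 712 of 715 values under an alternative kept their side of the threshold, and called genes kept their direction in all of them. The remaining 3 were for HIP1R in the mean of the 3 siRNAs, which was no longer called without scramble replicate 2, without scramble replicate 3 or under upper quartile scaling (adjusted p from 0.0695 to 0.126). The sign changed in 8 values, all of SF3B1, NME1 and TIMELESS, which were not called.

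Replicate numbers did not pair the libraries. Same-numbered libraries of different groups had deviations that correlated between -0.236 and 0.172 (mean -0.0117, 18 pairs, 5 of them over 0.1), against a mean of 0.0061 for the other 36 pairs. With the replicate number as a block, 9653, 5336 and 6162 genes were called against scramble, 6801 in the mean and 1660 in the same direction with all 3, and no list changed its call.

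Not run were edgeR's exact test for the mean of the 3 siRNAs and for pairs of siRNAs, which was not planned, and the share of counts in retained intron transcripts with its alternatives, which needs values per transcript. At this depth a count of 0 allows up to 3 counts in a library, so the folds of RRN3, MMP11 and BTBD7 are lower limits.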

Other observations

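The tests on the listed strands, on adjusted seed shifts, on sites outside 3′ UTRs, on RN7SL1, on the region of chromosome 6 and on other splits of the libraries were chosen only after the results were seen, and the test on the scramble guide was planned.

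A change seen with all 3 siRNAs can come from the scramble libraries they share. A seed match of the scramble guide was tested first. As fitted, its highest percentile over the 3 comparisons was 94.6, so it was not in the highest 2.5% of words of the same bases. After adjustment for length, GC content and expression, the shifts were 0.04, 0.03 and 0.03, at percentiles 90.9, 96.5 and 94.3 and at ranks 556, 346 and 890 from the highest of 16384 words, while the shifts between siRNAs were -0.0073, 0.00016 and 0.014. A small effect of the scramble guide and an effect shared by the 3 siRNAs therefore cannot be told apart, because the shift is within the spread of other words. The strand listed for the scramble siRNA pairs with TCGGAGA, present in 329 genes, and this site was noticed after scanning both strands, several offsets and word lengths. After adjustment for length, GC content and expression, its genes were shifted by 0.083 in the mean of the 3 siRNAs (by 0.10, 0.06 and 0.08 with the single siRNAs, ranks 1, 9 and 6 from the highest of 16384 words), and by -0.00097, 0.0084 and 0.012 between siRNAs. As fitted, the shifts were 0.17, 0.05 and 0.05 and the ranks 792, 6528 and 5479, and genes with the site were also higher in si-snaR-A#1 than in si-snaR-A#2 (0.09) and si-snaR-A#3 (0.07), which a cause in the scramble libraries alone would not give. Genes with the word outside the 3′ UTR only had adjusted shifts of 0.09, 0.07 and 0.05, nearly as large, so the shift is not specific to 3′ UTRs. The percentile with si-snaR-A#2 (97.9) was outside the highest 2.5% without scramble replicate 1 (86.9), si-snaR-A#2 replicate 2 (96.4) or si-snaR-A#2 replicate 3 (95.2). With these limits, lowering of mRNAs in the scramble libraries by the listed strand remains a candidate explanation for some of the genes higher with all 3 siRNAs. Of genes with the site, 15.2% were higher with all 3 siRNAs, against 7.05% of other genes, which is 50 genes with the site, while 1136 genes were higher with all 3. For the others, an effect of snaR-A depletion stays open and was not tested. G3BP2, TPM4 and BICD2 hold the site.

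RN7SL1 and RN7SL2 were chosen after their values were seen. RN7SL1 (ENSG00000276168) had 2.54 ± 0.179 CPM in si-snaR-A#1 (SD, n = 3), with a log2 fold change of -3.35 against scramble (SE 0.97, edgeR adjusted p 0.0125). It was also low in 2 of the 9 libraries of other groups, at 3.32 CPM in scramble replicate 3 and 2.65 CPM in si-snaR-A#2 replicate 1, while the other 7 libraries lay between 26.2 and 50.6 CPM. These 2 libraries argue against an effect of si-snaR-A#1 as the only source of the low level. No other explanation, technical or biological, was tested.

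Splits of the libraries other than the real one gave few calls. For each siRNA against scramble and each pair of siRNAs, 1 of the 10 splits gave as many calls, and as many calls over 2-fold for the siRNAs against scramble, and the other 54 splits gave at most 4. For the mean of the 3 siRNAs and for the calls in the same direction with all 3, 1 of 100 draws of the 12 labels, the real one, gave as many, and the next highest gave 220 and 11. For the gene lists, a result as large was found in 2 of 100 draws for U2 snRNP proteins, 3 for markers of epithelial to mesenchymal transition, 6 for NuRD subunits, 12 for proliferation markers, 15 for the transcripts whose splicing the study followed up and 15 for interferon response genes. The last 4 lists are thus not set apart from these draws. The draws keep the differences between the 4 groups in the data, so they are no reference for unchanged groups. They therefore cannot decide whether these lists changed. For the seed sites, 1 of 10 splits gave as large a shift for the si-snaR-A#1 guide and for the shared guide in both of its comparisons, and for the scramble guide it was 1, 2 and 2 of 10.

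Of the 42 IDs in GENCODE release 44 among the 62 that were present in some libraries and absent in others, 21.4% lay on chromosome 6 between 28000000 and 34000000, against 0.686% of the 13274 genes with over 2 CPM in 1 library (two-sided Fisher's exact test, p 8.3e-12). The region was chosen after the names were seen, and no explanation was tested for it.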
